A study of Homo sapiens with 33 samples.

How the data were processed

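RNA sequencing was done on HEK293T cells transfected with plasmids for a base editor or a control and, except in the GFP group, for a guide RNA, and sorted for GFP 36 to 40 h after transfection. The labels give total RNA and a stranded total RNA library kit. The deposited file is a single table of raw read counts per gene symbol, with 26475 genes and 33 libraries, made by the authors. The submitters' notes name STAR (no version), GATK 3.8.1, Picard 2.7 and the GRCh38 (hg38) build without giving their roles. The counting tool, the strand setting and the annotation are not given in the sources used here. Every column was matched to its sample by construct, guide and replicate number, and 0 columns had no sample. The SpACE columns carry UGI in their names and the labels of these samples do not mention it, so the labels do not settle whether this construct includes it. The table holds no mitochondrially encoded genes.

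Libraries were grouped by construct and guide into 11 groups of 3. Total counts ran from 6790209 to 11200406 per library. Genes were kept by edgeR's filterByExpr, which left 14613 for testing. Counts were scaled by TMM, and all 33 libraries were fitted together with 1 mean per group, which gives 22 residual degrees of freedom. Groups were compared with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 (limma 3.58.1), two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested; genes with adjusted p under 0.05 are called changed. There were 20 comparisons: 9 main comparisons of each editor with nCas9 of the same guide and of nCas9 with GFP, 7 other pairs of groups, and 4 interactions of editor and guide. The SE of a log2 fold change comes from the same fit. Where a group holds few counts this SE can be smaller than counting error alone. Examples are CSH2, with 5 counts in Target-AID with HEKsite2, and OLFM1, with 4 in nCas9 with RNF2. CPM values use TMM-scaled library sizes. A gene with 1 to 3 counts in a group is given as a ratio with a 95% exact counting interval, which covers counting error only.

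Before the data were examined 24 gene lists were fixed, and 22 had the minimum of 3 tested genes: interferon, NF-kB and cytokine, p53, base excision and mismatch repair, integrated stress response, unfolded protein response, heat shock, immediate early, cholesterol synthesis, hypoxia, oxidative stress, histone, G1/S, G2/M, ribosomal protein, nonsense-mediated decay, proteasome and deaminase genes, small and nuclear non-coding RNAs, and markers of liver and of mesenchymal lines. The mitochondrial list had 0 genes in the table and the list of erythroid markers 1 tested gene, so neither was tested. Lists were tested with camera at a preset correlation of 0.01, adjusted over the lists, and again with the correlation estimated from the data. Beside each count of members called over all genes stands the count with p-values adjusted over the list alone. The comparisons, the test, the lists, the rule for naming genes and the first set of alternatives were chosen before the data were examined.

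Genes are named by this rule: in each main comparison the 6 largest rises and 6 largest falls by log2 fold change, and in the others 3 and 3, among called genes with a mean log2 CPM of at least 1, a gene symbol that is not a clone or LOC name, and all 3 libraries of a group above all 3 of the other (chance gives 10%). Up to 8 called list members, or 4 outside the main comparisons, follow by smallest p. RNF2, the target of a guide, is named in every comparison. Globin and liver genes and the set of genes specific to a construct were chosen after their values were seen. The set holds genes with at least 80 counts in each group of a construct and at least 10 times the counts of each other group, or, for lower genes, 40 counts in each other group.

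Alternatives tried were RLE scaling, no filter on low counts, DESeq2 1.42.0, a replicate block, only the groups compared in the fit, GFP in place of nCas9, each library left out in turn and, added later, the fit without the construct-specific genes. The procedure was tested on simulated data, negative binomial counts drawn at the means, spreads and library sizes of the real table with known changes put into the HEKsite2 libraries of SpACE. Against nCas9 it recovered 58, 80, 86 and 98% of genes changed 1.25, 1.5, 2 and 4 times, and called 7 of 14413 unchanged genes. For the interaction of SpACE with the guide it recovered 24, 68, 78 and 90%, and called 6 of 14413. The changed genes had mean counts from 10.4 to 7168, so recovery at lower counts was not tested. False calls from libraries that stand apart or that share a replicate number were not tested. Correlations between editors are over the tested genes, with a jackknife over libraries. Gene positions are from GENCODE 29 on GRCh38. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 made the tables and figures. Editing of RNA bases was not measured, because the table holds counts per gene and no sequence.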

Results

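Base editors join a Cas9 nickase (nCas9) to an enzyme that deaminates a base, and the study asked how a dual editor called SpACE, which changes both adenines and cytosines, acts on the transcriptome. RNA was sequenced from HEK293T cells, a human embryonic kidney line, that had received an editor plasmid with a GFP marker and a guide RNA plasmid and had been sorted for GFP 36 to 40 h later. The 33 libraries form 11 groups of 3: nCas9, ABEmax, miniABEmax-V82G, Target-AID and SpACE, each with a guide to HEKsite2 and with a guide to the gene RNF2, and GFP with no guide. The labels name nCas9 and GFP as negative controls, ABEmax and miniABEmax-V82G as A-to-G controls and Target-AID as the C-to-T control. The total count per library ran from 6790209 in an ABEmax library to 11200406 in a GFP library. With the HEKsite2 guide it ran from 7214900 to 8524841 in nCas9, 6790209 to 7453087 in ABEmax, 8747696 to 9488923 in miniABEmax-V82G, 8178018 to 9913306 in Target-AID and 8690271 to 9248089 in SpACE. With the RNF2 guide it ran from 7651933 to 8462209 in nCas9, 7419401 to 8116856 in ABEmax, 7144617 to 8087757 in miniABEmax-V82G, 9110646 to 9571720 in Target-AID and 8461440 to 9601841 in SpACE. GFP libraries held 9681156 to 11200406 counts. Of 26475 gene symbols, 2603 had no count in any library and 14613 were tested. The edgeR quasi-likelihood test was used throughout, with log2 fold changes given ± SE for 3 libraries against 3, and levels in CPM (counts scaled to a common library size) ± SD over 3 libraries; positions are on GRCh38. The p-values measure only the spread between libraries, because the labels do not say whether the 3 replicates of a group were separate cultures.

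Cells with ABEmax and the HEKsite2 guide were compared with nCas9 and the same guide, which asks what the adenine editor adds to the nickase. Heat shock genes were higher with ABEmax. HSPA1B, an inducible HSP70 chaperone whose reads can be shared with its near-copy HSPA1A, stood at 1299 ± 52.4 CPM against 282 ± 4.88, a log2 fold change of 2.20 ± 0.0618, and its relative HSPA6 rose by 3.86 ± 0.138. The HSP40 co-chaperone DNAJB1 rose by 2.12 ± 0.0816, the co-chaperone BAG3 by 1.81 ± 0.0826 and the chaperone HSPH1 by 1.31 ± 0.0779. Of 20 heat shock genes, 18 rose and 2 did not pass, with 18 adjusted over the list alone as well. Genes of the integrated stress response, which the transcription factor ATF4 drives, moved the same way: 26 of 29 rose and 1 fell, against 28 and 1 adjusted over the list alone. Among them ATF3, a stress-induced transcription factor, rose by 1.66 ± 0.0757, the sestrin gene SESN2 by 1.05 ± 0.0755 and PPP1R15A, which directs the phosphatase of eIF2alpha, by 1.09 ± 0.08. Both lists kept their call with an estimated correlation, at adjusted p = 0.000114 each.

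Among genes that met the naming rule, with a mean log2 CPM of at least 1, the largest rise in ABEmax was in NRP2, a co-receptor for semaphorins on chromosome 2, from 205681990 to 205798133. It had 11284 counts against 335, a log2 fold change of 5.26 ± 0.151. The hydrolase gene ABHD1 rose by 4.27 ± 0.279, FRMD4A by 4.19 ± 0.148, the lysosomal enzyme SGSH by 4.13 ± 0.11 and the kinase gene MAST3 by 3.68 ± 0.121. The ephrin ligand EFNA3 fell by 1.40 ± 0.131 and IGFBP5, which binds insulin-like growth factors, by 1.26 ± 0.111. SLC16A13 was lower at -1.10 ± 0.257, EMP3 at -0.97 ± 0.18, GATSL3 at -1.14 ± 0.361 and SYT3 at -0.97 ± 0.259. With GFP as the control 4 of these calls ended: EFNA3 stood at -0.12 (adjusted p = 0.511), EMP3 at -0.11 (0.661), GATSL3 at -0.62 (0.174) and SYT3 at -0.14 (0.711). Of 30 immediate early genes, which respond to growth signals, 9 rose and 1 fell, against 10 and 1 adjusted over the list alone (adjusted p = 0.0365 with an estimated correlation), and their member DUSP1, a phosphatase of MAP kinases, rose by 1.33 ± 0.0907. Of 20 targets and factors of nonsense-mediated decay, 9 rose over all genes and 9 adjusted over the list alone (adjusted p = 0.0257 with an estimated correlation). Of 25 cholesterol synthesis genes 14 fell, and 15 fell and 1 rose adjusted over the list alone; the call was lost with an estimated correlation (adjusted p = 0.0639). In all 2318 genes were called, 1215 higher and 1103 lower, of which 146 and 22 changed at least 2-fold. The count was 1449 without nCas9 replicate 1 and 6832 with GFP in place of nCas9; GATSL3 lost its call without ABEmax replicate 2 or 3 or nCas9 replicate 3 (adjusted p from 0.108 to 0.181) and SYT3 without ABEmax replicate 3 (0.0571).

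miniABEmax-V82G is a smaller adenine editor with a single deaminase unit, and was set against nCas9 with the HEKsite2 guide in the same way. The same chaperone genes were higher: HSPA6 rose by 3.31 ± 0.138, HSPA1B by 2.27 ± 0.0619 to 1364 ± 61.4 CPM, and DNAJB1 by 1.89 ± 0.081. The small heat shock protein CRYAB rose by 2.49 ± 0.444, BAG3 by 1.26 ± 0.0831, HSPH1 by 1.17 ± 0.0775, the cytosolic chaperone HSP90AA1 by 0.77 ± 0.0651 and its co-chaperone CHORDC1 by 0.79 ± 0.0687. The heat shock list had 18 of 20 higher, and 19 adjusted over the list alone (adjusted p = 0.000138 with an estimated correlation). The integrated stress response list had 17 of 29 higher and 1 lower, against 23 and 1 adjusted over the list alone (adjusted p = 0.00221 with an estimated correlation), ATF3 among them at 1.26 ± 0.0752. Immediate early genes rose in 9 of 30, and in 10 adjusted over the list alone (adjusted p = 0.0307 with an estimated correlation), with DUSP1 at 1.36 ± 0.0889. HSPA1A rose by 2.77 ± 0.339 and HSPA7, annotated as a pseudogene, by 2.30 ± 0.425, but reads can be shared between HSPA1A and HSPA1B and between HSPA6 and HSPA7. The muscle ankyrin-repeat gene ANKRD1 rose by 3.24 ± 0.228, from 1.30 ± 0.647 to 12.7 ± 1.63 CPM. It stood at 14.9 ± 2.02 CPM in GFP, and with GFP as the control its difference was -0.22 and not called (adjusted p = 0.195). HSP90AA1 lost its call with that control, at 0.12 (adjusted p = 0.138).

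Among the falls in miniABEmax-V82G, EFNA3 dropped by 1.5 ± 0.126, the membrane protein gene TMC8 by 1.39 ± 0.194, the zinc finger gene ZNF467 by 1.35 ± 0.164, ZNF132 by 1.62 ± 0.323 and IGFBP5 by 1.16 ± 0.106. With GFP as the control TMC8 and ZNF467 were higher instead, at 1.63 and 1.33, and the calls of EFNA3 (-0.23, adjusted p = 0.202) and ZNF132 (-0.84, 0.0502) ended. In all 1511 genes were called, 733 higher and 778 lower, with 51 and 23 changed at least 2-fold. The count was 999 without nCas9 replicate 1, 962 without nCas9 replicate 2, 857 without miniABEmax-V82G replicate 3 and 5815 with GFP in place of nCas9. The pseudogene DPY19L2P2 stood at -1.03 ± 0.342 and lost its call without replicates 1 or 2 of either group (adjusted p from 0.103 to 0.176).

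Target-AID, a cytosine editor, differed more widely from nCas9 with the HEKsite2 guide. HSPA6 rose by 6.52 ± 0.14, DNAJB1 by 3.70 ± 0.0856, HSPA1B by 3.39 ± 0.0643 to 2953 ± 272 CPM, BAG3 by 2.37 ± 0.0809 and HSPH1 by 1.83 ± 0.0785; HSPA7, which shares sequence with HSPA6, rose by 5.79 ± 0.267. The heat shock list had 17 of 20 higher, and 18 adjusted over the list alone (adjusted p = 0.00747 with an estimated correlation). ATF3 rose by 2.45 ± 0.0762 and DUSP1 by 2.59 ± 0.0855. Of 29 integrated stress response genes 20 rose and 4 fell, against 21 and 4 adjusted over the list alone, and of 30 immediate early genes 12 rose and 3 fell in both counts. These calls were lost with an estimated correlation, at adjusted p = 0.106 and 0.138. The replication factor CDC45 rose by 3.05 ± 0.0824 and TNFRSF10B, a death receptor and p53 target, by 1.84 ± 0.0872.

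Genes with little or no signal in the other libraries were also high in Target-AID. The secreted glycoprotein gene OLFM1 rose by 7.03 ± 0.232, the channel gene BEST2 by 6.94 ± 0.243, VPS9D1 by 5.65 ± 0.181 and PROB1 by 5.58 ± 0.216. By thresholds set after the data were seen, 69 genes had at least 80 counts in each Target-AID group and at least 10 times fewer in every other group; they took 1.32% of the Target-AID counts, and OLFM1, BEST2, VPS9D1 and PROB1 are among them. Most of these counts fell on the globin genes HBB and HBD, next to each other on chromosome 11 (5225464 to 5229395 and 5232678 to 5243657), with 256460 and 277276 counts in the 6 Target-AID libraries and 33 and 17 in all others; reads may be shared between this pair. The placental hormone gene CSH2, on chromosome 17 from 63872012 to 63873766, went the other way, with a log2 fold change of -13.58 ± 0.22. It had 5 counts in Target-AID against 56565 in nCas9 and 93896 in GFP. Whether its counts come from the cell's own gene or from a transfected plasmid was not tested. Of the 14 liver markers kept as signs of another cell line, APOB had 31 counts against 0, and SERPINA1 had 51 against 0, while albumin (ALB) had 1 against 1, too few to be tested. Of the 3 markers that could be tested APOB and SERPINA1 passed the filter on low counts only through the Target-AID libraries, so a test of the list is decided by their rise and is not used here.

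Other groups fell in Target-AID with the HEKsite2 guide. Of 78 ribosomal protein genes 63 fell, and 64 adjusted over the list alone; of 31 proteasome subunits 24 fell in both counts. Of 39 replication-dependent histone genes 22 fell and 1 rose, against 24 and 1 adjusted over the list alone, and of 25 cholesterol synthesis genes 18 fell and 2 rose in both counts. With an estimated correlation these calls were lost, at adjusted p = 0.525 for ribosomal proteins, 0.53 for the proteasome, 0.549 for histones and 0.193 for cholesterol synthesis. Of 40 G2/M genes 12 fell and 4 rose in both counts, and that call was lost as well (adjusted p = 0.549 with an estimated correlation). The mucin-like FCGBP fell by 2.43 ± 0.372, ZNF467 by 2.27 ± 0.184, TMC8 by 2.03 ± 0.208, galectin-1 (LGALS1) by 1.87 ± 0.254 and EFNA3 by 1.63 ± 0.127. With GFP as the control TMC8 was higher at 0.98 (adjusted p = 0.00526). ZNF467 stood at 0.40 and was not called (0.19). In all 5932 of 14613 genes were called, 3138 higher and 2794 lower, with 416 and 162 changed at least 2-fold.

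SpACE carries both an adenosine and a cytidine deaminase. Against nCas9 with the HEKsite2 guide, HSPA1B rose by 2.10 ± 0.0616 to 1208 ± 26.7 CPM, HSPA6 by 3.22 ± 0.139, DNAJB1 by 2.07 ± 0.0813 and CRYAB by 3.14 ± 0.405. BAG3 rose by 1.57 ± 0.0823, HSPH1 by 1.40 ± 0.0778, CHORDC1 by 1.03 ± 0.0687, HSP90AA1 by 0.91 ± 0.0652 and HSPA7 by 2.62 ± 0.406. In the heat shock list 18 of 20 rose, and 19 adjusted over the list alone (adjusted p = 0.000375 with an estimated correlation). The integrated stress response list had 24 of 29 higher and 2 lower, against 25 and 2 adjusted over the list alone (adjusted p = 0.00527 with an estimated correlation), with ATF3 at 1.57 ± 0.0753. Immediate early genes rose in 9 of 30 and fell in 2, against 10 and 2 adjusted over the list alone, with DUSP1 at 1.44 ± 0.0886; this call was lost with an estimated correlation (adjusted p = 0.0726). ANKRD1 rose by 2.61 ± 0.249 and TNN, which codes for an extracellular matrix tenascin, by 2.15 ± 0.276.

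Of 39 histone genes 23 fell in SpACE, and 26 adjusted over the list alone, a call lost with an estimated correlation (adjusted p = 0.54). ZNF467 fell by 2.00 ± 0.179, TMC8 by 1.96 ± 0.209, LGALS1 by 1.83 ± 0.255, EFNA3 by 1.65 ± 0.129, C19orf57 by 1.51 ± 0.165 and the co-chaperone gene DNAJC22 by 1.45 ± 0.176. With GFP as the control the signs of 3 genes turned: ZNF467 stood at 0.68, TMC8 at 1.06 and ANKRD1 at -0.85. LGALS1 at -0.67 (adjusted p = 0.0636) and C19orf57 at -0.29 (0.224) lost their call. In all 3063 genes were called, 1568 higher and 1495 lower, with 72 and 103 changed at least 2-fold. The count was 5350 with GFP in place of nCas9.

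**Figure D1:**
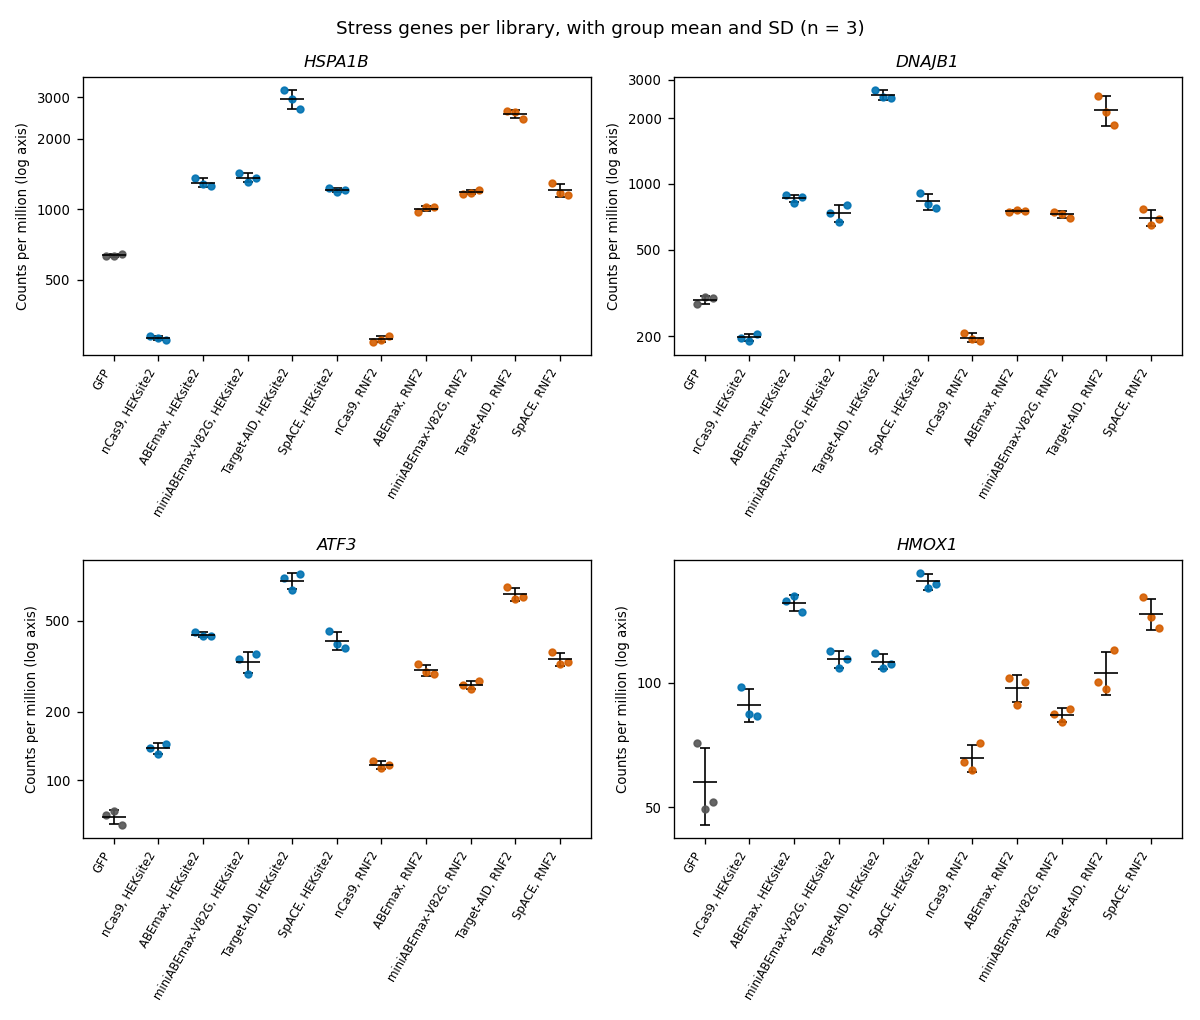
Level in CPM (log axis) of the chaperone genes HSPA1B and DNAJB1, the transcription factor gene ATF3 and the heme oxygenase gene HMOX1 in each of the 33 libraries (points), with the mean and SD of each group of 3 (bars); grey is GFP, blue the HEKsite2 guide and orange the RNF2 guide. HSPA1B averaged 282 in nCas9 and 2953 in Target-AID with the HEKsite2 guide, with GFP at 636 between them.

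With the RNF2 guide ABEmax was set against nCas9 in libraries of their own. HSPA1B rose by 1.85 ± 0.0612, DNAJB1 by 1.93 ± 0.0811, HSPA6 by 3.78 ± 0.145, BAG3 by 1.51 ± 0.0814, HSPH1 by 1.13 ± 0.0776 and CHORDC1 by 0.86 ± 0.0691. Of 20 heat shock genes 16 rose, and 18 adjusted over the list alone. Of 29 integrated stress response genes 24 rose, and 27 rose and 1 fell adjusted over the list alone; ATF3 rose by 1.38 ± 0.0763, SESN2 by 0.79 ± 0.0747 and CTH, an enzyme of cysteine synthesis, by 0.80 ± 0.0697. With an estimated correlation both lists were called at adjusted p = 0.000285. Of 30 immediate early genes 8 rose, and 9 adjusted over the list alone (adjusted p = 0.038 with an estimated correlation), and of 20 nonsense-mediated decay genes 7 rose, and 10 rose and 1 fell adjusted over the list alone (adjusted p = 0.0191). NRP2 rose by 4.99 ± 0.153, ABHD1 by 3.82 ± 0.294, SGSH by 3.82 ± 0.109 and OLFM1 by 4.05 ± 0.576. HSPA7 had 92 counts against 3 in nCas9, a ratio of 30.9 with a 95% counting interval of 10.3 to 153.

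In the same ABEmax comparison the lysyl oxidase-like gene LOXL1 fell by 1.38 ± 0.34 and the small nuclear RNA gene RNU5D-1 by 1.24 ± 0.288. Of 39 histone genes 14 fell, and 24 adjusted over the list alone, and of 25 cholesterol synthesis genes 9 fell, and 10 fell and 1 rose adjusted over the list alone. Both calls were lost with an estimated correlation, at adjusted p = 0.441 and 0.136. In all 1632 genes were called, 951 higher and 681 lower, with 85 and 17 changed at least 2-fold, and 834 without nCas9 replicate 2. The Fanconi anaemia gene FANCF stood at -1.26 ± 0.315 and lost its call without nCas9 replicate 2 (adjusted p = 0.076), while the calls of SNORD3C (-1.30 ± 0.391), CCBE1 (-1.04 ± 0.322) and STX11 (-1.03 ± 0.341) ended in 4, 3 and 5 of the 6 fits without 1 library.

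In miniABEmax-V82G with the RNF2 guide, HSPA1B rose by 2.08 ± 0.0615, HSPA6 by 3.19 ± 0.148, DNAJB1 by 1.88 ± 0.081, CRYAB by 2.43 ± 0.55, HSPA1A by 2.12 ± 0.353, BAG3 by 1.16 ± 0.0826 and HSPH1 by 1.07 ± 0.0776. HSPA7 had 53 counts against 3, a ratio of 18.1 with an interval of 5.87 to 90.6. Of 20 heat shock genes 16 rose in both counts (adjusted p = 0.0012 with an estimated correlation). In the integrated stress response list 15 of 29 rose and 1 fell, against 19 and 1 adjusted over the list alone (adjusted p = 0.0318 with an estimated correlation), with ATF3 at 1.17 ± 0.0765 and PPP1R15A at 0.77 ± 0.0813. Of 30 immediate early genes 6 rose, and 16 adjusted over the list alone (adjusted p = 0.015 with an estimated correlation). ANKRD1 rose by 3.04 ± 0.313, CHORDC1 by 0.75 ± 0.0692 and DUSP1 by 0.93 ± 0.0932. RNF2, which codes for a ubiquitin ligase of the Polycomb complex and is the gene this guide targets, was higher at 0.39 ± 0.0856 (adjusted p = 0.0021).

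LGALS1 fell by 1.43 ± 0.273 in that comparison, TMC8 by 1.34 ± 0.19, the mucin gene MUC19 by 1.22 ± 0.31, FAM26E by 1.17 ± 0.258 and DHRS2 by 1.14 ± 0.269. DACT3 stood at -1.24 ± 0.312 and lost its call without miniABEmax-V82G replicate 3 (adjusted p = 0.0641). Of 39 histone genes 11 fell, and 15 adjusted over the list alone, a call lost with an estimated correlation (adjusted p = 0.745). In all 1842 genes were called, 1006 higher and 836 lower, with 37 and 31 changed at least 2-fold. The count was 1067 without miniABEmax-V82G replicate 1, 1155 without its replicate 2, 885 without nCas9 replicate 2 and 2864 when only the 2 groups compared were fitted.

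In Target-AID with the RNF2 guide the rises were again larger. HSPA6 rose by 6.64 ± 0.144, DNAJB1 by 3.47 ± 0.0848, HSPA1B by 3.18 ± 0.0638, BAG3 by 2.03 ± 0.08 and HSPH1 by 1.64 ± 0.0782, and 19 of 20 heat shock genes rose in both counts (adjusted p = 0.00333 with an estimated correlation). HSPA7 had 882 counts against 3, a ratio of 255 with an interval of 87.1 to 1241. ATF3 rose by 2.49 ± 0.0769, DUSP1 by 2.47 ± 0.0863 and DDIT4, a stress-induced inhibitor of mTOR, by 1.36 ± 0.0687. Of 29 integrated stress response genes 19 rose and 2 fell, and of 30 immediate early genes 11 rose, in both counts; each call was lost with an estimated correlation (adjusted p = 0.105 for both). CDC45 rose by 2.93 ± 0.0821, OLFM1 by 8.85 ± 0.272, BEST2 by 6.30 ± 0.217, VPS9D1 by 5.49 ± 0.176 and PROB1 by 5.20 ± 0.206, the last 4 being among the 69 genes described above. RNF2 was higher at 0.88 ± 0.0812.

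CSH2 again had 5 counts in Target-AID, against 48805 in nCas9. MUC19 fell by 2.41 ± 0.352, TMC8 by 1.97 ± 0.199, ZNF467 by 1.79 ± 0.189, ARHGAP30 by 1.72 ± 0.3 and ATF5, a member of the integrated stress response list, by 1.71 ± 0.202. Of 78 ribosomal protein genes 39 fell, and 42 fell and 1 rose adjusted over the list alone; of 31 proteasome subunits 14 fell and 1 rose, against 16 and 1 adjusted over the list alone. Of 37 G1/S genes 16 rose and 4 fell, against 17 and 4. These calls were lost with an estimated correlation (adjusted p = 0.65 for each). Of the liver markers APOB had 32 counts against 1 and SERPINA1 had 34 against 0, with ALB at 3 against 3. In all 5146 genes were called, 2837 higher and 2309 lower, with 335 and 183 changed at least 2-fold. Replicate 3 of Target-AID stood apart from its partners in both sets: chi-square per degree of freedom over genes was 9.46 to 19.7 in pairs with it and at most 4.8 in all other pairs within a group. Together 5 small structured RNAs, RN7SK among them, took 10.1 and 9.60% of its counts with HEKsite2 and RNF2, and 6.01 to 7.46% in the other Target-AID libraries. Without it the counts against nCas9 were 5525 and 5574 genes, of which 5184 and 4557 were among those called with all libraries. When only the 2 groups compared were fitted, with all their libraries, the counts were 5667 with HEKsite2 and 3498 with RNF2.

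In SpACE with the RNF2 guide, HSPA1B rose by 2.11 ± 0.0615, HSPA6 by 3.03 ± 0.148, DNAJB1 by 1.83 ± 0.0809, CRYAB by 3.27 ± 0.473, HSPH1 by 1.19 ± 0.0776, CHORDC1 by 0.92 ± 0.0689 and HSP90AA1 by 0.86 ± 0.0652. HSPA7 had 70 counts against 3, a ratio of 21.2 with an interval of 6.97 to 105. In the heat shock list 17 of 20 rose, and 19 adjusted over the list alone (adjusted p = 0.000179 with an estimated correlation). Of 29 integrated stress response genes 19 rose and 1 fell, against 22 and 1 adjusted over the list alone (adjusted p = 0.0117 with an estimated correlation), with ATF3 at 1.54 ± 0.0761. Of 30 immediate early genes 9 rose in both counts, a call lost with an estimated correlation (adjusted p = 0.153). HMOX1, which breaks down heme, rose by 1.16 ± 0.0919, ANKRD1 by 3.38 ± 0.293 and RNF2 by 0.77 ± 0.0821. MUC19 fell by 2.61 ± 0.367, TMC8 by 1.85 ± 0.198, ZNF467 by 1.74 ± 0.19, the homeobox gene DLX4 by 1.49 ± 0.284, DHRS2 by 1.47 ± 0.274 and FER1L4 by 1.43 ± 0.28; this set has no GFP libraries, and TMC8, ZNF467 and ANKRD1 are the genes whose signs turned with GFP in the other set. In all 2150 genes were called, 1174 higher and 976 lower, with 33 and 91 changed at least 2-fold.

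**Figure D2:**
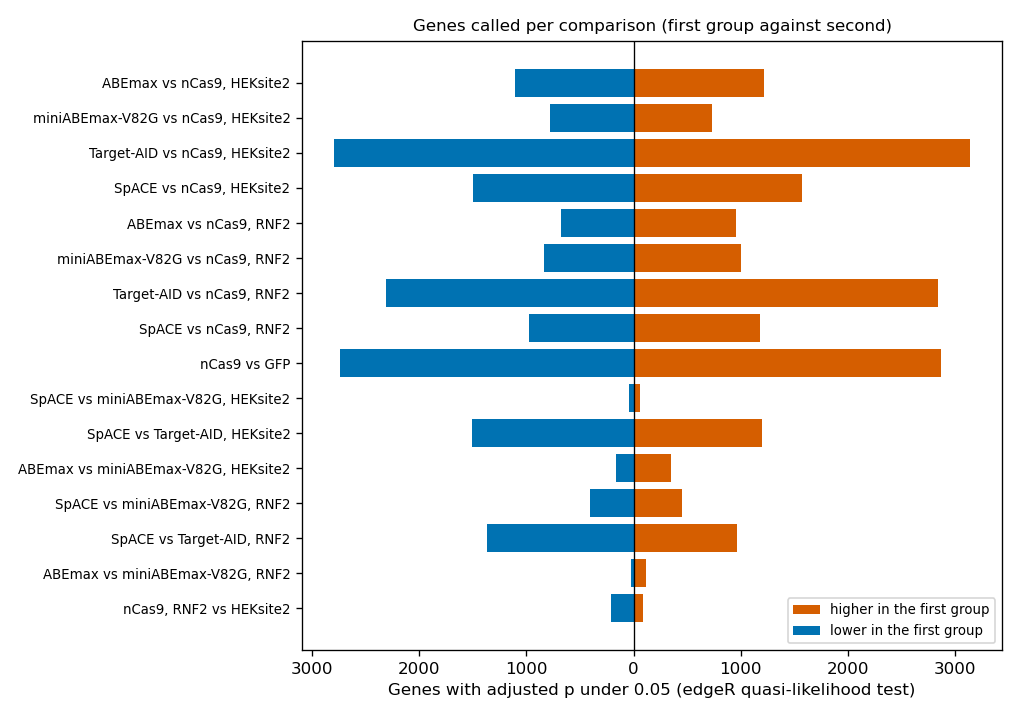
Number of genes with adjusted p under 0.05 in each of 16 comparisons of 3 libraries against 3 (x axis), higher in the first group to the right and lower to the left. Target-AID against nCas9 called 5932 genes with the HEKsite2 guide and 5146 with the RNF2 guide, SpACE against miniABEmax-V82G 108 and 855.

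The negative controls were compared with each other, nCas9 with the HEKsite2 guide against GFP with no guide, so that the nickase and the guide cannot be separated here. Genes of G2 and mitosis were lower with nCas9: 32 of 40 fell in both counts (adjusted p = 0.0207 with an estimated correlation). Nonsense-mediated decay genes were higher, with 12 of 20 in both counts (adjusted p = 0.0207 with an estimated correlation), among them the non-coding RNA SNHG15 at 1.49 ± 0.0861. Of 37 G1/S genes 26 rose, and 26 rose and 1 fell adjusted over the list alone, with the cell cycle regulator E2F1 at 1.13 ± 0.0623 and the helicase subunit MCM5 at 0.85 ± 0.0648. Of 20 heat shock genes 11 fell and 1 rose, against 11 and 2 adjusted over the list alone, with a median of -0.21 and a mean of -0.01; HSPA1B fell by 1.17 ± 0.0605, from 636 ± 8.06 to 282 ± 4.88 CPM. Of 30 immediate early genes 15 rose and 3 fell, against 16 and 3, with FOS at 2.90 ± 0.186. With an estimated correlation the last 3 lists lost their call, at adjusted p = 0.155 for G1/S, 0.468 for heat shock and 0.0824 for immediate early genes.

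In the same comparison 51 of 78 ribosomal protein genes fell, and 57 adjusted over the list alone, and 19 of 39 histone genes fell and 3 rose, against 23 and 3 adjusted over the list alone. Of 29 integrated stress response genes 13 rose and 7 fell in both counts, with CTH at 1.04 ± 0.0804, ATF3 at 1.00 ± 0.0802 and the cystine transporter SLC7A11 at -1.02 ± 0.0743. These 3 calls were lost with an estimated correlation, at adjusted p = 0.517, 0.704 and 0.517. TMC8 rose by 3.01 ± 0.234, ZNF467 by 2.67 ± 0.191 and AMER2 by 2.34 ± 0.478. CRYAB had 15 counts against 1, a ratio of 18.7 with an interval of 2.87 to 786, and HSPA7 had 17 against 2, a ratio of 10.6 with an interval of 2.51 to 94.4. ANKRD1 fell by 3.46 ± 0.22, the transcription factor gene ETV1 by 1.5 ± 0.199, the collagen gene COL3A1 by 1.34 ± 0.199, RBM43 by 1.60 ± 0.33, DNAJC3-AS1 by 1.5 ± 0.296 and PHOSPHO2 by 1.38 ± 0.231. RNF2 was lower at -0.30 ± 0.0748. In all 5605 genes were called, 2864 higher and 2741 lower, with 363 and 71 changed at least 2-fold; HSPA7 lost its call without GFP replicate 2 (adjusted p = 0.0512).

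SpACE and miniABEmax-V82G differed in fewer genes than either did from nCas9. HMOX1 was higher in SpACE with both guides, at 0.62 ± 0.0861 with HEKsite2 and 0.81 ± 0.0899 with RNF2, and so was ASNS, the asparagine synthetase of the integrated stress response list, at 0.31 ± 0.0613 and 0.49 ± 0.0617. With the HEKsite2 guide SPECC1L was higher at 0.47 ± 0.0761, FAM129A at 0.58 ± 0.128 and HSPA4L, an HSP110 chaperone, at 0.38 ± 0.0743, while HSPA1A was lower at -1.43 ± 0.267 and GPRC5C at -0.88 ± 0.203. With the RNF2 guide the HSP90 co-chaperone AHSA1 was higher at 0.42 ± 0.067, HMMR, a G2/M gene, at 0.39 ± 0.0699 and RNF2 at 0.38 ± 0.0795, and the complement gene CFB was lower at -1.18 ± 0.24. The heat shock list was called higher in both sets, with 3 rises and 1 fall with HEKsite2 (12 and 2 adjusted over the list alone) and 6 and 1 with RNF2 (9 and 1). With an estimated correlation these calls were lost, at adjusted p = 0.524 and 0.594. In all 108 genes were called with HEKsite2, 64 higher and 44 lower, and 855 with RNF2, 450 higher and 405 lower. Fits without 1 library gave 35, 14 and 39 genes for miniABEmax-V82G replicates 1 to 3 and 51 and 27 for SpACE replicates 2 and 3 with HEKsite2. With RNF2 they gave 275, 317 and 386 for miniABEmax-V82G replicates 1 to 3 and 208, 507 and 525 for SpACE replicates 1 to 3. When only the 2 groups compared were fitted the counts were 221 and 1867. With HEKsite2 a replicate block gave 339, 208 higher and 131 lower, DESeq2 150, 107 and 43, and no filter on low counts 247, where the balance turned to 118 higher and 129 lower, as it did without miniABEmax-V82G replicate 2 (6 and 8). In the fits without 1 library the call of FAM129A ended in 4 of 6, GPRC5C in 4, HSPA4L in 3, ASNS with HEKsite2 in 2 and HSPA1A in 1, without SpACE replicate 3 (adjusted p = 0.0576). PLEKHM1P with HEKsite2 (-0.85 ± 0.214) and NUDT18 (0.89 ± 0.277), NPC1L1 (-1.18 ± 0.288), LINC01278 (0.81 ± 0.249) and MUC19 (-1.39 ± 0.435) with RNF2 were called but lost it in 5, 5, 3, 6 and 6 of the 6 fits.

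SpACE was also set against Target-AID, the other editor with a cytidine deaminase. The chaperone genes DNAJB1 and HSPA1B were lower in SpACE: DNAJB1 stood at -1.62 ± 0.0777 with HEKsite2 and -1.64 ± 0.0779 with RNF2, and HSPA1B at -1.29 ± 0.0588 and -1.08 ± 0.0586. CDC45 was lower by -3.10 ± 0.0824 and -3.0 ± 0.0822 and TNFRSF10B by -2.01 ± 0.0876 and -2.01 ± 0.0881. Of 20 heat shock genes 7 fell with HEKsite2, and 8 adjusted over the list alone; with RNF2 8 fell in both counts. Of 78 ribosomal protein genes 39 and 38 rose, and 53 and 58 adjusted over the list alone. Of 31 proteasome subunits 23 and 25 rose, and 26 and 29 adjusted over the list alone, and of 40 G2/M genes 19 and 16 rose, and 22 and 20. With an estimated correlation these calls were lost: adjusted p = 0.421 and 0.253 for heat shock, 0.447 and 0.376 for ribosomal proteins, 0.421 and 0.253 for the proteasome and 0.216 and 0.186 for G2/M.

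Of the genes named by size in that comparison, CSH2 was higher in SpACE at 12.80 ± 0.223 with HEKsite2 and 12.51 ± 0.224 with RNF2, and PNLDC1, an exonuclease of piRNA trimming, at 2.15 ± 0.216 and 1.35 ± 0.233. TNN was higher with HEKsite2 at 2.19 ± 0.267 and ANXA1, a phospholipid-binding annexin, with RNF2 at 1.74 ± 0.247. OLFM1 was lower at -6.90 ± 0.221 and -7.48 ± 0.228, BEST2 at -6.84 ± 0.233 and -6.74 ± 0.223, PROB1 with HEKsite2 at -5.83 ± 0.216 and VPS9D1 with RNF2 at -5.55 ± 0.174. In all 2706 genes were called with HEKsite2, 1199 higher and 1507 lower, and 2328 with RNF2, 966 higher and 1362 lower. With RNF2 the count was 1465 without SpACE replicate 1, 1483 without Target-AID replicate 1 and 833, 178 higher and 655 lower, when only the 2 groups compared were fitted.

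ABEmax was compared with its smaller relative miniABEmax-V82G. NRP2 was higher in ABEmax at 5.31 ± 0.149 with HEKsite2 and 4.79 ± 0.15 with RNF2. ABHD1 at 4.42 ± 0.276 and FRMD4A at 4.05 ± 0.143 followed with HEKsite2, and MAST3 at 3.54 ± 0.123 and SGSH at 3.50 ± 0.106 with RNF2. Genes of the integrated stress response were higher in ABEmax: 11 of 29 rose with HEKsite2, and 18 rose and 1 fell adjusted over the list alone, while 6 rose with RNF2, and 13 adjusted over the list alone. This list stayed called with an estimated correlation, at adjusted p = 0.028 and 0.0346. CTH was higher at 0.64 ± 0.0708 and 0.63 ± 0.0692, the transcription factor DDIT3 at 0.68 ± 0.0772 and 0.70 ± 0.0797, SESN2 at 0.64 ± 0.074 and 0.39 ± 0.0738, BAG3 with HEKsite2 at 0.54 ± 0.0751 and ATF4 with RNF2 at 0.33 ± 0.0562. In all 511 genes were called with HEKsite2, 346 higher and 165 lower, and 142 with RNF2, 117 higher and 25 lower. Fits without 1 library gave 237 and 262 genes for ABEmax replicates 1 and 3 and 183 for miniABEmax-V82G replicate 2 with HEKsite2, and 76 and 82 for ABEmax replicates 1 and 2 and 75, 82 and 85 for miniABEmax-V82G replicates 1 to 3 with RNF2. When only the 2 groups compared were fitted the counts were 805 (464 higher and 341 lower) and 275 (198 and 77), and no filter gave 636 with HEKsite2 (326 and 310). The falls were less steady. DPM3 (-1.03 ± 0.296), IFIT1 (-0.94 ± 0.257) and MED31 (-0.86 ± 0.223) with HEKsite2 lost their call in 6, 4 and 5 of the 6 fits without 1 library. MIR762HG (-1.06 ± 0.256), SNORD80 (-0.58 ± 0.146), CXCR4 (-0.53 ± 0.128) and RNF2 (-0.34 ± 0.0853) with the RNF2 guide lost it in 4, 5, 5 and 5.

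The guides were compared within nCas9, RNF2 against HEKsite2, and the level of RNF2 itself was followed in every group. RNF2, on chromosome 1 from 185045364 to 185102608, stood at 36.6 ± 4.76 CPM with its own guide and 64.1 ± 3.64 with the HEKsite2 guide in nCas9, a log2 fold change of -0.81 ± 0.0828 (adjusted p = 1.88e-08). Of 37 G1/S genes 5 fell, and 8 fell and 2 rose adjusted over the list alone, and the list was not called (adjusted p = 0.143, and 0.899 with an estimated correlation). Among the 5 were the helicase subunit MCM7 at -0.55 ± 0.0579, the licensing factor CDC6 at -0.36 ± 0.0635, WDR76 at -0.38 ± 0.0717 and the clamp loader subunit RFC2 at -0.27 ± 0.056. Integrated stress response genes were called higher as a list, with 1 of 29 passing alone (4 rose and 1 fell adjusted over the list alone), and proteasome subunits lower, with 1 of 31 (2 adjusted over the list alone); both calls were lost with an estimated correlation (adjusted p = 0.783 and 0.899). The inhibin gene INHBE was lower at -1.01 ± 0.196 and the small nucleolar RNA SNORD15B higher at 1.04 ± 0.143. Ribosomal protein genes were called lower as a list although 1 of 78 passed alone in both counts, and lost the call with an estimated correlation (adjusted p = 0.899). In all 302 genes were called, 88 higher and 214 lower. With a replicate block 315 were called, of which 181 were among the 302, and ZBED5-AS1 lost its call (adjusted p = 0.0805). The block was fitted separately in each guide set, so across the sets this fit compares the levels of replicate 1. These losses therefore do not show whether the guide calls hold with a replicate block. The count was 110 and 197 without nCas9 replicates 1 and 3 of the HEKsite2 set and 163 and 101 without replicates 2 and 3 of the RNF2 set. MUC19 (1.15 ± 0.306), ZBED5-AS1 (-0.96 ± 0.241) and SNORD52 (-0.87 ± 0.221) each lost their call in 5 of the 6 fits without 1 library, and SNORD33 (0.95 ± 0.208) in 3.

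Across constructs, the level of RNF2 with its own guide was 37.9 ± 3.71 CPM in ABEmax, 47.9 ± 2.73 in miniABEmax-V82G, 67.3 ± 4.78 in Target-AID and 62.4 ± 1.98 in SpACE. With the HEKsite2 guide it was 68.6 ± 4.64, 67.3 ± 1.19, 71.4 ± 3.52 and 71.9 ± 3.12 in the same order, and 78.9 ± 7.34 in GFP. Against nCas9 with the HEKsite2 guide RNF2 was not called in any editor, at 0.10 ± 0.0781 in ABEmax, 0.07 ± 0.0763 in miniABEmax-V82G, 0.16 ± 0.0757 in Target-AID and 0.16 ± 0.0759 in SpACE, with adjusted p from 0.098 to 0.629. With the RNF2 guide it was not called in ABEmax either, at 0.05 ± 0.088. Nor was it called between editors in SpACE against Target-AID, at 0.01 ± 0.074 with HEKsite2 and -0.11 ± 0.0753 with RNF2, or with HEKsite2 in SpACE or ABEmax against miniABEmax-V82G, at 0.10 ± 0.0746 and 0.03 ± 0.0768 (adjusted p from 0.355 to 0.951). With GFP as the control of the HEKsite2 set RNF2 was called lower, at -0.20 in ABEmax (adjusted p = 0.0262) and -0.23 in miniABEmax-V82G (0.0117). Between the guides, RNF2 differed by -0.85 ± 0.083 in ABEmax and -0.49 ± 0.0788 in miniABEmax-V82G, and stood at -0.09 ± 0.0741 in Target-AID and -0.20 ± 0.0752 in SpACE, where it was not called (adjusted p = 1 and 0.586).

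**Figure D3:**
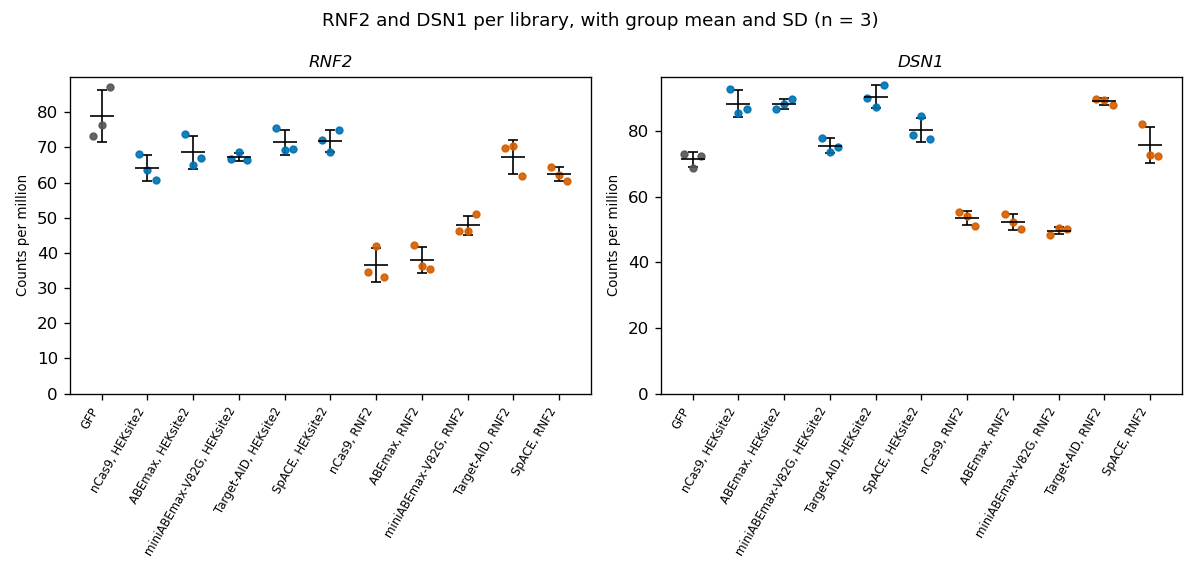
Level in CPM of RNF2 and of the kinetochore gene DSN1 in each of the 33 libraries (points), with the mean and SD of each group of 3 (bars), axes from 0; grey is GFP, blue the HEKsite2 guide and orange the RNF2 guide. With the RNF2 guide RNF2 averaged 36.6 in nCas9 and 67.3 in Target-AID, and DSN1 53.4 and 89.0.

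Whether an editor's difference from nCas9 depends on the guide was tested as an interaction, where a positive value means a larger difference with the RNF2 guide. RNF2 passed this test in Target-AID at 0.72 ± 0.111 and in SpACE at 0.60 ± 0.112, and so did DSN1, a part of the kinetochore, at 0.70 ± 0.0818 and 0.64 ± 0.0829. In Target-AID the cilium gene IQCB1 passed at 0.60 ± 0.101, MCM7 at 0.49 ± 0.0815, CDC6 at 0.41 ± 0.0889, the dynein gene DNAH17 at -1.33 ± 0.263, the transcription factor gene PRDM10 at -0.58 ± 0.13 and the proton pump subunit ATP6V1D at -0.43 ± 0.0976. In SpACE AKAP8L passed at 0.45 ± 0.0777 and the collagen chaperone SERPINH1 at -0.53 ± 0.0892. In miniABEmax-V82G SERPINH1 passed at -0.71 ± 0.0894 and the lysosomal membrane gene TMEM192 at 0.56 ± 0.109. RNF2 did not pass in ABEmax, at -0.04 ± 0.118, or in miniABEmax-V82G, at 0.32 ± 0.115 (adjusted p = 1 and 0.729). The counts were 24 genes in Target-AID, 20 positive and 4 negative, 4 in SpACE and 2 in miniABEmax-V82G. With a replicate block they were 42, 10 and 3 in the same order, and with no filter on low counts 55, 44 and 18, with 5 in ABEmax. In ABEmax edgeR called 0 genes, with 596 at an unadjusted p under 0.05, and DESeq2 called 2. The heat shock list was called lower with the RNF2 guide in ABEmax and miniABEmax-V82G although 0 of 20 members passed alone and 3 and 2 adjusted over the list alone; both calls were lost with an estimated correlation (adjusted p = 0.286 and 0.766).

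The calls of DSN1 in Target-AID and SpACE, IQCB1 and MCM7 in Target-AID, AKAP8L in SpACE and SERPINH1 in SpACE and miniABEmax-V82G held in all 12 fits without 1 library. RNF2 in SpACE lost its call in 5 of the 12, at 0.54 to 0.58 with adjusted p from 0.073 to 0.131: nCas9 replicate 1 and SpACE replicate 2 of the HEKsite2 set, and nCas9 replicates 1 and 3 and SpACE replicate 1 of the RNF2 set. RNF2 in Target-AID kept its call in all 12. When only the 4 groups compared were fitted, the named Target-AID genes other than DSN1 lost their call with values within 0.01 of those above: adjusted p = 0.0684 for RNF2, 0.0994 for IQCB1, 0.158 for DNAH17, 0.212 for MCM7, 0.304 for ATP6V1D, 0.323 for CDC6 and 0.422 for PRDM10. TMEM192 lost its call in that fit as well (0.0546). In Target-AID ATP6V1D lost its call in 10 of the 12 fits, at -0.38 to -0.47, PRDM10 in 9 at -0.47 to -0.61, CDC6 in 7 at 0.36 to 0.43 and DNAH17 in 3 at -1.14 to -1.22. The number of genes in Target-AID was 9 without nCas9 replicate 1, 10 without Target-AID replicate 2 and 12 without Target-AID replicate 3 of the HEKsite2 set. From the RNF2 set it was 37 (23 positive and 14 negative) and 9 without Target-AID replicates 1 and 2 and 13 and 7 without nCas9 replicates 2 and 3, and it was 1 when only the 4 groups compared were fitted. TMEM192 in miniABEmax-V82G lost its call, leaving 1 gene, in 8 of the 12 fits: replicates 1 and 2 of both groups in the HEKsite2 set and replicates 2 and 3 of both in the RNF2 set (0.50 to 0.58, adjusted p from 0.109 to 0.395).

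The differences from nCas9 seen with 1 guide were set against those with the other, which share no library. Over 14613 genes the Pearson correlation across genes was 0.912 for Target-AID, 0.649 for ABEmax, 0.501 for SpACE and 0.427 for miniABEmax-V82G, with jackknife SEs over 12 libraries of 0.0176, 0.0380, 0.0539 and 0.0476; genes are not independent replicates. Spearman's coefficients were 0.750, 0.573, 0.552 and 0.490 in the same order. Without the filter on low counts, which lets in genes near 0, the Pearson values were 0.451, 0.114, 0.0899 and 0.0651. In Target-AID 2174 genes were higher and 1711 lower with both guides, where independent calls would give 609 and 441. In ABEmax the counts were 638 and 446 against 79.1 and 51.4, in SpACE 727 and 592 against 126 and 99.9, and in miniABEmax-V82G 393 and 355 against 50.5 and 44.5. Within a set, miniABEmax-V82G and SpACE correlated at 0.710 with HEKsite2 and 0.587 with RNF2, but they share their nCas9 libraries. Simulated groups with no change against the same controls correlated at 0.526 and 0.536 on average over 10 simulations, with covariances of 0.0263 and 0.0256 against 0.0816 and 0.0648 in the data. Comparisons of the 2 editors that share no library, across the guides, correlated at 0.405 for miniABEmax-V82G with HEKsite2 and SpACE with RNF2 and at 0.442 for SpACE with HEKsite2 and miniABEmax-V82G with RNF2.

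Several gene lists have not been given above; list calls given nowhere in the text, other than those of the liver markers, were lost with an estimated correlation. In ABEmax p53 target genes were called higher with both guides, 9 of 29 rising and 1 falling with HEKsite2 (9 and 2 adjusted over the list alone) and 6 rising with RNF2 (8 and 1); the calls were lost with an estimated correlation (adjusted p = 0.624 and 0.785). Genes of the unfolded protein response of the endoplasmic reticulum were higher in ABEmax in 5 and 3 of 20 (6 and 4 adjusted over the list alone) and in 4 of 20 in miniABEmax-V82G with HEKsite2 (6, and 1 lower), calls lost at adjusted p = 0.34, 0.491 and 0.496 with an estimated correlation. Hypoxia and glycolysis genes were lower in ABEmax, 10 of 28 falling and 1 rising with HEKsite2 (10 and 2 adjusted over the list alone) and 7 and 2 with RNF2 (9 and 3), at adjusted p = 0.34 and 0.289 with an estimated correlation. Interferon-stimulated genes were called higher in miniABEmax-V82G with HEKsite2, with 2 of 20 in both counts (adjusted p = 0.162 with an estimated correlation), and small structured RNAs lower in ABEmax with RNF2, with 1 of 17 in both counts (adjusted p = 0.503). Against nCas9, and in nCas9 against GFP, 6 lists were not called in any of the 9 comparisons. The smallest adjusted p was 0.178 for 13 NF-kB and cytokine genes, 0.256 for 32 base excision and mismatch repair genes, 0.444 for 14 oxidative and metal stress genes, 0.776 for 13 adenosine and cytidine deaminase genes, 0.082 for 7 nuclear non-coding RNAs and 0.312 for 4 mesenchymal markers. In the other comparisons repair genes were called lower in ABEmax than in miniABEmax-V82G with HEKsite2, with 1 of 32 passing alone and 2 adjusted over the list alone (adjusted p = 0.467 with an estimated correlation). Nuclear non-coding RNAs were called lower in SpACE than in miniABEmax-V82G with RNF2, with 1 of 7 and 4 adjusted over the list alone (adjusted p = 0.594).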

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

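Tests chosen only after the result was seen are those of globins, of liver markers, of the SpACE level and of the heat shock list against GFP, the batch test and the rule for the guides in Target-AID and SpACE; the others were set out before.

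The interaction test singled out genes whose difference between an editor and nCas9 depended on the guide. In Target-AID there were 24, among them RNF2 at 0.72, DSN1 at 0.70, IQCB1 at 0.60, MCM7 at 0.49, CDC6 at 0.41, DNAH17 at -1.33, PRDM10 at -0.58 and ATP6V1D at -0.43 (log2, positive for a larger difference with the RNF2 guide). In SpACE there were 4: DSN1 at 0.64, RNF2 at 0.60, AKAP8L at 0.45 and SERPINH1 at -0.53. In miniABEmax-V82G there were 2: TMEM192 at 0.56 and SERPINH1 at -0.71. ABEmax had 0 with edgeR, 596 at an unadjusted p under 0.05 and 2 with DESeq2. Of 25 regroupings drawn from 200, as many genes or more came from 6 in Target-AID (highest of the others 688), 3 in SpACE (48), 4 in miniABEmax-V82G (1436) and 25 in ABEmax (119), the real one included. These numbers do not show whether chance gives such counts: any regrouping reaches the 0 of ABEmax, and one that moves more libraries of one construct than of the other between guides leaves part of the difference between guides in the contrast. The highest counts all came from such uneven regroupings, so the difference between guides may account for them. The samples also hold structure within groups. Target-AID replicate 3 stood apart from its partners in both sets, with chi-square per degree of freedom of 9.46 to 19.7 in pairs with it. In all other pairs within a group it was at most 4.8. After removal of group means, 24 of 33 libraries correlated best with libraries of their own replicate number. Whether such structure adds to the counts of the regroupings was not tested. In the regroupings with the highest counts 2 nCas9 libraries were out of place for ABEmax and miniABEmax-V82G, and 3 nCas9 libraries and 1 editor library for Target-AID and SpACE. How many were out of place does not settle the count: in Target-AID, regroupings with 1 library of each construct out of place called from 0 to 549 genes.

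RNF2 was among 214 genes lower with the RNF2 guide than with the HEKsite2 guide in nCas9. Over these genes the mean log2 difference between guides was -0.38 (SE 0.0252) in nCas9. The genes were chosen for their fall in those libraries, so this mean is no reference for the others. In the editor libraries, not used for the choice, it was -0.32 (0.0232) in ABEmax and -0.29 (0.0118) in miniABEmax-V82G, but -0.10 (0.0173) in SpACE and -0.0279 (0.00795) in Target-AID. The contrast among the editors argues against a batch difference shared by all libraries of a set. The same guide in both groups cannot be told apart from a weaker effect of the guide in Target-AID, where edgeR called 0 genes between the guides (572 at an unadjusted p under 0.05) and 137 of the 214 were below 0, or in SpACE, where it called 6, 2 of them among the 214, with 188 below 0 and the 88 genes higher in nCas9 at 0.06 (0.0366). In nCas9, ABEmax and miniABEmax-V82G it called 302, 330 and 1452. Both means lie beyond 2 SE from 0, which a small difference between the sets could also give, as the SE covers the spread within groups; a first wording of the rule, changed after the values were seen, would have counted both means against a shared guide, and an action of the guide at RNF2 that depends on the construct was not tested.

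Target-AID libraries held 69 genes at 10 times or more the level of every other group, led by HBB and HBD. Red blood cells are argued against, because the other globins reached 0.0129% of the HBB counts, and so are liver cells, whose 14 markers reached 0.0309% of the counts of the set, with APOB at 63 and SERPINA1 at 85 counts, above the other libraries, and ALB at 4. Cytosine deamination that SpACE shares is argued against as well: the upper quartile of the SpACE level of genes chosen without SpACE was 1.74% of the Target-AID level; an earlier measure, the median log2 change in SpACE, was replaced after the values were seen. The genes of the set varied together over 6 libraries (mean pairwise r 0.631, against a median of 0.145 in 1000 random sets, of which 0 were as high). A shared source such as the transfected plasmid would give this, but so would a shared induction, so the test cannot tell them apart. Whether a plasmid could be the source of all 69 genes was not tested. Nor was it tested whether the replicate 3 libraries, which stood apart, carry the correlation. Cells of other types, which the sort for GFP would remove unless they were transfected, and an effect of Target-AID on the cell stay open, and the labels do not give the plasmid backbones.

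Heat shock genes were higher in each editor than in nCas9. With the HEKsite2 guide nCas9 stood below GFP for HSPA1B (282 against 636 CPM) but above it for HSPA6 (16.3 against 3.58 CPM). With the HEKsite2 guide a low level in nCas9 alone is argued against. The median of the list over the libraries stood above GFP by 0.50 (SE 0.0223) in ABEmax, 0.33 (0.0566) in miniABEmax-V82G, 0.54 (0.0724) in Target-AID and 0.47 (0.0194) in SpACE. In the same order 13, 13, 17 and 17 of 20 members rose and 2, 1, 1 and 1 fell. With an estimated correlation the list was called against GFP in all but ABEmax (adjusted p = 0.0516, against 0.0429, 0.0217 and 0.0104). An earlier rule on that p, which left ABEmax open, was replaced after the values were seen. The RNF2 set has no GFP libraries, so a low level in nCas9 was not tested there. Shared reads between paralogs are argued against, since the 14 members without them stayed called in all 8 comparisons (largest adjusted p = 0.00715), and so is the share of small structured RNA, which predicted at most 3.28% of the rise. A response of the cell to a deaminase fusion may remain as a hypothesis for the 4 editors, and it was not tested against differences in plasmid dose or protein level, which these data do not measure.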

How the results depend on the processing

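The fit without the genes specific to a construct was added after the data were seen; the other alternatives were planned.

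The 9 main comparisons and the 7 other pairs kept their counts within 1.5 times under RLE scaling and without the construct-specific genes, and no scaling moved the median of all genes by as much as 0.1. For genes named in the text, 273 of 273 values were the same under RLE, 272 of 273 with a replicate block, 271 of 273 with no filter, 262 of 273 with only the groups compared, 249 of 250 without the construct-specific genes and 249 of 253 with DESeq2, which gave no adjusted p for 20. The value weakened by the replicate block was ZBED5-AS1 between the guides in nCas9, a comparison across sets that the block does not test. Without 1 library 1578 of 1734 were the same and 156 were weaker. Of 142 list calls, 139 held with a replicate block in camera, and 26 with an estimated correlation, 2 of them for the liver markers, where 2 of 3 members passed the filter only through Target-AID.

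With GFP in place of nCas9, ABEmax called 6832 genes, miniABEmax-V82G 5815 and SpACE 5350; Target-AID called 6780. Of 82 named values 63 were the same, 9 were weaker (EFNA3, EMP3, GATSL3 and SYT3 in ABEmax, EFNA3, ZNF132 and HSP90AA1 in miniABEmax-V82G, LGALS1 and C19orf57 in SpACE) and 10 reversed: RNF2 in ABEmax (-0.20) and miniABEmax-V82G (-0.23), ANKRD1 in miniABEmax-V82G (-0.22) and SpACE (-0.85), TMC8 in miniABEmax-V82G (1.63), Target-AID (0.98) and SpACE (1.06), and ZNF467 in the same editors (1.33, 0.40 and 0.68). Of the reversed values, ANKRD1 in miniABEmax-V82G (adjusted p = 0.195) and ZNF467 in Target-AID (0.19) changed sign but were not called against GFP. The reversed genes differ between nCas9 and GFP in the same direction. The cause was not tested further. Of 1691 genes called in ABEmax with both controls 1599 had the same sign, of 890 in miniABEmax-V82G 721, of 3731 in Target-AID 3395 and of 1595 in SpACE 1271.

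With only the groups compared in the fit, miniABEmax-V82G against nCas9 with RNF2 called 2864 genes, SpACE against miniABEmax-V82G 221 with HEKsite2 and 1867 with RNF2, SpACE against Target-AID 833 with RNF2, ABEmax against miniABEmax-V82G 805 and 275, and the interactions 5 in miniABEmax-V82G and 1 in Target-AID. With no filter SpACE against miniABEmax-V82G with HEKsite2 called 247, the interactions 5 in ABEmax, 18 in miniABEmax-V82G, 55 in Target-AID and 44 in SpACE, and the correlation of an editor's differences between guides was 0.114 in ABEmax, 0.0651 in miniABEmax-V82G, 0.451 in Target-AID and 0.0899 in SpACE, since genes near 0 counts then enter. With a replicate block SpACE against miniABEmax-V82G with HEKsite2 called 339, ABEmax against miniABEmax-V82G with RNF2 219, and the interactions 42 in Target-AID and 10 in SpACE. DESeq2 gave 2 interactions in ABEmax and 1 in miniABEmax-V82G. Without the construct-specific genes miniABEmax-V82G had 1 interaction, and the correlation in Target-AID was 0.831. Apart from the filter, the cause was not tested.

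Leaving out 1 library at a time gave these ranges. Against nCas9 with HEKsite2, ABEmax called 1449 to 2169 and miniABEmax-V82G 857 to 1210; with RNF2 they called 834 to 1314 and 885 to 1498. SpACE against miniABEmax-V82G called 14 to 86 with HEKsite2 and 208 to 525 with RNF2, ABEmax against miniABEmax-V82G 183 to 378 and 75 to 212, SpACE against Target-AID with RNF2 1465 to 3400, and the guides in nCas9 101 to 224. The interactions were 1 to 2 in miniABEmax-V82G, 7 to 37 in Target-AID, 3 to 6 in SpACE and 0 in ABEmax. Correlations were 0.585 to 0.635 in ABEmax, 0.376 to 0.427 in miniABEmax-V82G, 0.892 to 0.912 in Target-AID and 0.436 to 0.496 in SpACE. Some counts rose with a library left out: SpACE against Target-AID with RNF2 to 3400 and Target-AID against nCas9 with RNF2 to 5574 without Target-AID replicate 3, ABEmax against miniABEmax-V82G with RNF2 to 212 without ABEmax replicate 3, and the Target-AID interaction to 37 without replicate 1 of its RNF2 set; the cause was not tested. Target-AID and SpACE against nCas9, nCas9 against GFP and SpACE against Target-AID with HEKsite2 stayed within 1.5 times. Depth was not varied. In simulated data 58% of the smallest changes were recovered for SpACE against nCas9 and 24% for its interaction; over all sizes of change, 66 and 46% of the 100 changed genes with the lower mean counts were recovered, and 95 and 84% of the other 100.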

Other observations

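The regroupings were planned; the thresholds for genes specific to a construct were chosen after the data were seen.

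For each comparison of 3 libraries with 3 there are 10 splits, too few for a share under 0.05; the real split was the 1 with the most genes. The real count and the highest of the other splits were 2318 and 1 for ABEmax against nCas9 with HEKsite2, 1511 and 0 for miniABEmax-V82G, 5932 and 0 for Target-AID and 3063 and 0 for SpACE. With RNF2 they were 1632 and 0, 1842 and 0, 5146 and 867 and 2150 and 0 in the same order, and 5605 and 0 for nCas9 against GFP. For SpACE against miniABEmax-V82G they were 108 and 4 with HEKsite2 and 855 and 0 with RNF2, for SpACE against Target-AID 2706 and 0 and 2328 and 148, for ABEmax against miniABEmax-V82G 511 and 0 and 142 and 0, and for the guides in nCas9 302 and 0.

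ABEmax had 6 genes specific to it by the thresholds used for Target-AID, namely NRP2, TAS1R1, ADCY4, FAM230B, DAPP1 and CLDN3, which took 0.0518% of its counts; nCas9, miniABEmax-V82G and SpACE had 0. By those thresholds CSH2 and LOC286114 were lower in Target-AID. Both were at their highest in GFP, with 93896 and 152 counts. Outside Target-AID CSH2 took from 0.111% of the counts in SpACE with RNF2 to 0.296% in GFP. Whether these counts come from a transfected plasmid was not tested.

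The number of the replicate was not used for pairing. Libraries with the same number correlated at 0.0408 on average and others at -0.0204 after removal of group means. Of 33 libraries 24 correlated best with libraries of their own number, so a difference shared by a replicate number is not excluded. With a replicate block SpACE against miniABEmax-V82G with HEKsite2 called 339 genes instead of 108. The Target-AID interaction called 42 instead of 24.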
